A study of Mus musculus with 2 samples. Its data were reported in "circCsnk1g3- and circAnkib1-regulated interferon responses in sarcoma promote tumorigenesis by shaping the immune microenvironment" (2022).

How the data were processed

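The series profiled immune-enriched cells from subcutaneous mouse sarcomas by droplet-based single-cell RNA-sequencing. Per the labels, sarcoma cells derived from transformed mouse mesenchymal stem cells, which lacked p53 and overexpressed Ccne1, carried either a non-targeting shRNA (shSCR) or an shRNA against circCsnk1g3. A circular RNA (circRNA) is a transcript that forms a closed ring and so has no free ends. The cells were implanted in C57BL/6 mice on inert polyurethane scaffolds, and 4 mice were used per condition. Tumors were digested, CD45+ cells (CD45 is a surface protein of white blood cells) were enriched with magnetic beads, and the suspension from each mouse was labelled with its own TotalSeq-A hashtag, an antibody that carries a DNA barcode. The 8 suspensions were then pooled in equal proportions and loaded in 2 reactions of the Chromium 3' kit (v3 chemistry). The series holds 2 samples, the mRNA library and the hashtag (HTO) library of this one pool, so both samples contain both conditions and neither is a replicate of a condition.

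The table analysed here gives, for each cell, its 16-base droplet barcode and its hash identity. Both columns are text and neither is a measurement. According to the methods of the study, the authors converted reads to counts with Cell Ranger (version 6), called the hashtag of each cell with HTODemux in Seurat (version 4), and excluded barcodes with more than 1 hashtag. HTODemux sets a background threshold for each hashtag and calls a cell positive above it. The authors also removed cells with fewer than 200 detected genes or with more than 10% mitochondrial counts. Whether these quality filters came before or after the table was written is not stated. Every row of the deposited table carried exactly 1 of 8 identities. The filters act on the measurements in that a cell is counted only if its hashtag was read clearly, so the cell numbers reflect pooling, capture and hashtag calling together. Expression values and hashtag counts were not analysed here, so no cell types were called and no gene was tested. The level of circCsnk1g3 itself was not checked here either. The study reported its knockdown in the sarcoma cells by quantitative PCR.

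The hash identities are written as CTR or shCsnk followed by a number from 1 to 4. They were read as the 4 shSCR mice and the 4 circCsnk1g3 knockdown mice, because the labels describe shSCR as the control and name only 1 other condition. That reading comes from the names alone. The plan had asked for identities that spell out the condition, and the abbreviated names were accepted as doing so once the table was seen. The numbers were taken as names of mice, since the labels do not say that a number is shared between the conditions.

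Cells were counted per hash identity in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The mouse was the replicate. The mean number of cells per mouse was compared between conditions with an exact two-sided permutation test over all 70 splits of the 8 mice into 4 and 4, for which the smallest possible p is 0.0286. The range of shifts compatible with the data was obtained by inverting this test at a threshold of 0.05. Evenness over mice was tested with a chi-square test against equal numbers of cells and described by the coefficient of variation (CV), the SD as a percentage of the mean. Cell numbers are given with exact Poisson 95% intervals and shares with Wilson 95% intervals. These intervals and the chi-square tests cover counting error only.

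The comparison was tested on 2000 simulated experiments per setting, with 8 mice, Poisson counting and the within-condition spread of these mice (SD of 0.37 on the log2 scale). With no difference simulated, 2.1% of the experiments were called at 0.05. A 1.5-fold difference was called in 32.6% and a 2-fold difference in 74.6% of them.

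The alternatives tried for the comparison of conditions were the log2 scale, medians, shares of the pool, a block on the mouse number, mean ranks, removal of near-identical barcodes and removal of each mouse in turn. For evenness they were removal of near-identical barcodes and of each mouse. All alternatives except the mean ranks, and every main test, were fixed before the data were examined. No gene was to be named, and every hash identity in the table was to be reported. The planned shares of cells with several hashtags or none, the hashtag pairs in doublets and the comparison of the 2 reactions were left out. The table lists only cells with 1 hashtag, and all barcodes share 1 suffix, so it does not tell the reactions apart. Whether the table holds cells of both reactions or of only 1 is not stated.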

Results

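The hash table assigned 6821 cells, each with a different barcode, to 8 hashtagged mice. Of these, 3342 cells carried the identity of 1 of the 4 control mice (CTR, read as shSCR) and 3479 carried that of 1 of the 4 mice with circCsnk1g3-silenced tumors (shCsnk, read as shcircCsnk1g3). The circRNA silenced in the tumor cells takes its name from Csnk1g3 (ENSMUSG00000073563.3), a gene on the plus strand of chromosome 18 from 53862122 to 53955548 in GRCm38 (GENCODE vM21 annotation). The table gives the origin of each cell and neither its cell type nor its expression. It therefore addresses how many cells each mouse and each condition contributed to the comparison of the tumor microenvironment, and with what spread between mice.

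Among the control mice, CTR_1 contributed 854 cells (95% Poisson interval 798 to 913), CTR_2 contributed 563 cells (517 to 611), CTR_3 contributed 936 cells (877 to 998) and CTR_4 contributed 989 cells (928 to 1053). Among the mice with silenced tumors, shCsnk_1 contributed 1178 cells (1112 to 1247), shCsnk_2 contributed 863 cells (806 to 923), shCsnk_3 contributed 811 cells (756 to 869) and shCsnk_4 contributed 627 cells (579 to 678). The intervals describe the counting error of each mouse in this pool. The intervals of CTR_2 and shCsnk_4 overlapped each other and lay below those of the other 6 mice, while the interval of shCsnk_1 lay above all others.

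**Figure D1:**
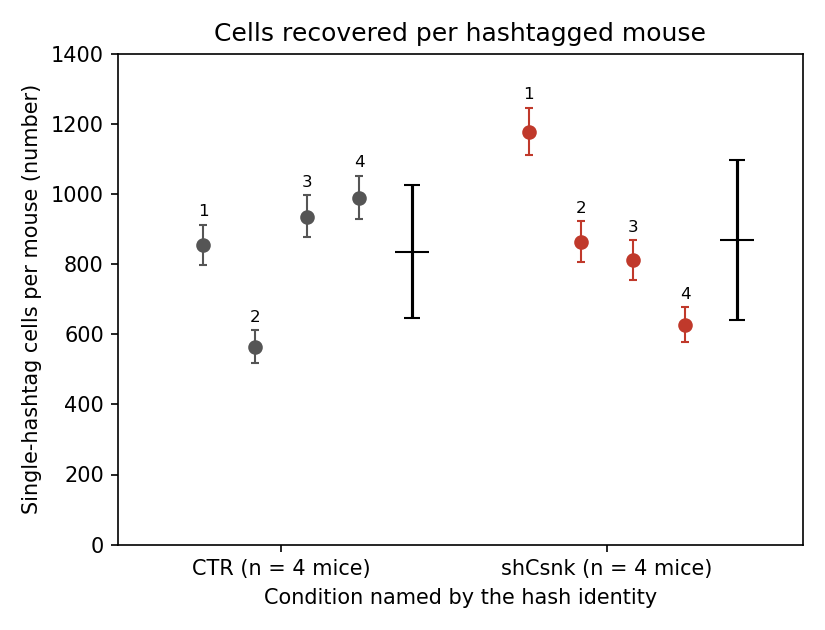
Number of single-hashtag cells (vertical axis) from each mouse of the 2 conditions (horizontal axis). Points are mice marked with their number, with exact Poisson 95% intervals, and the black bars to the right of each group are the mean and SD over 4 mice. The conditions overlapped, with 563 to 989 cells in CTR mice and 627 to 1178 cells in shCsnk mice.

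To examine whether both conditions were represented by similar numbers of cells, their mice were compared. Because the suspensions were pooled in equal proportions before capture, this comparison describes the balance of the pool and cannot show whether silencing of circCsnk1g3 changed the number of immune cells in the tumors. Control mice gave 836 ± 190.0 cells per mouse (mean ± SD, n = 4) and mice with silenced tumors gave 869.8 ± 229 cells per mouse (mean ± SD, n = 4). The mean was 34.25 cells, or 4.1%, higher in the silenced condition, a difference that amounted to 0.16 of the pooled within-condition SD of 210.4 cells and was not significant (exact two-sided permutation test, p = 0.857, n = 4 mice per condition). A difference at least this large arose in 60 of the 70 possible splits of the mice. In 8 of the 16 pairs made of 1 mouse from each condition, the shCsnk mouse had more cells. The direction depended on the summary used, since the median was 895 cells in control mice and 837 cells in mice with silenced tumors. It also depended on single mice. The difference between silenced and control condition became -56.6 cells without CTR_2 and -68.5 cells without shCsnk_1, so that the silenced condition then had the lower mean.

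**Figure D2:**
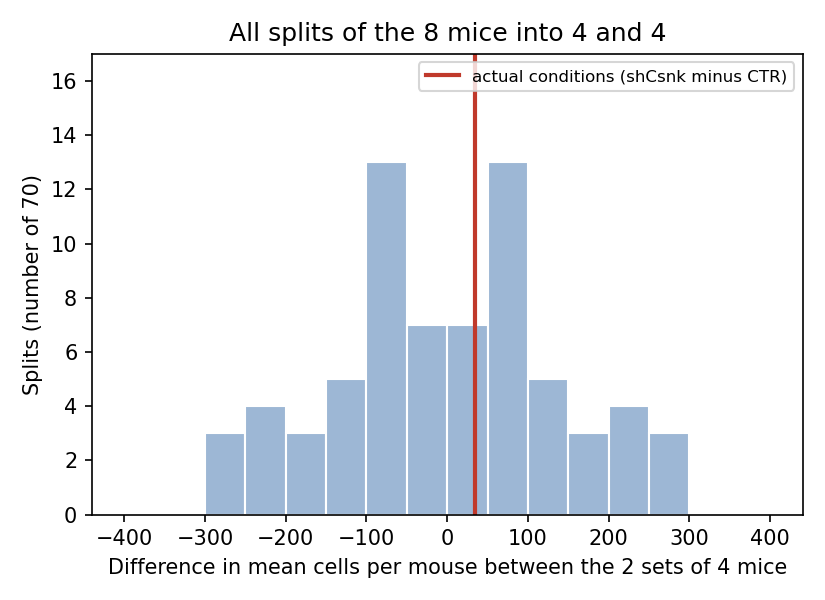
Difference in mean cells per mouse (horizontal axis) for all 70 splits of the 8 mice into 2 sets of 4, shown as the number of splits per bin of 50 cells (vertical axis). The red line marks the actual conditions at 34.25 cells, close to the middle of the distribution.

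The precision of this comparison was set by the spread between mice rather than by the number of cells. Inverting the permutation test at 0.05, shifts in the mean from -362 to 615 cells per mouse, which is -43.3% to 73.6% of the control mean, were not rejected by 4 mice per condition. In simulated experiments with the spread of these mice, a 1.5-fold difference was called in 32.6% and a 2-fold difference in 74.6% of cases. Summed over mice, the silenced condition made up 51.0% of all cells (Wilson 95% interval 49.8% to 52.2%) and the control condition 49.0% (47.8% to 50.2%). The totals differed by 137 cells, and an exact binomial test of the totals against a ratio of 1 to 1 gave p = 0.0996. That test compares these pooled suspensions and not the conditions.

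Since the labels state that the suspensions were combined in equal proportions, the evenness of the recovered cells was tested next. An equal contribution corresponded to 12.5% of the pool. The observed contributions ran from 8.25% for CTR_2 (Wilson 95% interval 7.62% to 8.93%) to 17.3% for shCsnk_1 (16.4% to 18.2%), a 2.09-fold range. Over the 8 mice the CV was 23.0%, compared with 3.42% for Poisson counting alone (chi-square test against equal numbers, chi-square = 314 with 7 degrees of freedom, p = 5.12e-64). The unevenness was present in both conditions. Control mice had a CV of 22.7% (chi-square = 129.6 with 3 degrees of freedom, p = 6.67e-28), and mice with silenced tumors had a CV of 26.3% (chi-square = 181 with 3 degrees of freedom, p = 5.31e-39). The CV over the 8 mice ranged from 18.9% to 24.8% when each mouse was left out in turn, with the lowest value obtained without CTR_2. Within the control condition CTR_2 carried much of the spread, and the CV of the other 3 control mice was 7.34% (chi-square test, p = 0.00678).

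The uneven contribution sets how strongly each mouse weighs in a value averaged over all cells of a condition. For a value within 1 cell type the weights depend on the cells of that type, which were not analysed here. In the silenced condition, shCsnk_1 supplied 33.9% of the cells (Wilson 95% interval 32.3% to 35.4%) and shCsnk_4 supplied 18.0% (16.8% to 19.3%). In the control condition, CTR_4 supplied 29.6% (28.1% to 31.2%) and CTR_2 supplied 16.8% (15.6% to 18.2%). Expressed as an effective number of mice, the squared sum of the cell numbers divided by the sum of their squares, the cells of the control condition corresponded to 3.85 and those of the silenced condition to 3.80 equally contributing mice.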

Values the study reported

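The study worked with 4 mice per condition, each under its own hashtag. With doublets and dead cells filtered out, the study reported 9 broad clusters, which covered both the tumor and its surroundings. Its comparison of lymphocyte identities rested on 1143 immune cells from shSCR tumors and 993 from shcircCsnk1g3 tumors. For CD4+ T cells the study gave 273 cells in the control condition and 186 in the silenced condition. Sequencing was stated to reach 400 M reads.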

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

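The mean-rank comparison was chosen after the data were seen. The absence of a significant difference in cells per mouse between conditions held in each of the 8 comparisons that left out 1 mouse. The direction of the difference did not hold. The other alternatives could not have changed the call. On the log2 scale and with mean ranks, a call requires all mice of 1 condition to lie above all of the other, as in the main test. The rest were medians, the replicate block, the share of the pool and the removal of close barcodes. The difference (shCsnk minus CTR) changed sign with medians (-58 cells, exact permutation p = 0.8, with a smallest possible p of 0.0571) and when either of 2 mice was left out. Over the 8 comparisons that each left out 1 mouse, the difference ranged from -68.5 cells without shCsnk_1 to 115 cells without shCsnk_4, and it was -56.6 cells without CTR_2. Their exact permutation p ranged from 0.514 to 0.886, against a smallest possible p of 0.0286. Both mice whose removal turned the sign were the extremes of their condition, and 3 mice remained on that side. On the log2 scale the difference was 0.054 and as a share of the pool 0.50 percentage points, both with the sign of the difference in means, and the mean ranks of the conditions did not differ.

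With the mouse number as a replicate block, the difference was 34.25 cells (exact sign-flip permutation test, p = 1, where the smallest possible p over 16 sign assignments is 0.125). The shCsnk mouse had more cells in 2 of the 4 same-numbered pairs. The labels do not say that the numbers mark shared litters or days. The deviations of same-numbered mice from their condition means correlated at r = -0.27 over 4 pairs (exact permutation test over 24 pairings, p = 0.708). So few pairs cannot exclude a pairing. The numbers were not taken as pairing the mice because the labels state none.

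The unevenness over the 8 mice stayed past the threshold without any single mouse, with a highest chi-square p of 1.04e-36. Within each condition it did so as well. The CV there ranged from 7.34% to 28.0% over control mice, the low end being without CTR_2, and from 16.2% to 32.2% over mice with silenced tumors, the low end being without shCsnk_1. Removing barcodes that lie 1 base from another removed no cell, so that setting tests nothing. The reactions analysed alone and all alternatives for doublets and for cells without a hashtag were not run, because the table holds only single-hashtag cells under 1 barcode suffix. The number of mice, not the number of cells, limits the comparison of conditions.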

Other observations

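The comparison with counting error restates the planned evenness test. The tests of the condition as the whole cause, of reading errors of 1 or 2 bases and of a barcode list made of 2 joined parts were chosen after the result was seen, and the others before. No mouse was far enough from the others of its condition to count as an outlier. Relative to the range of its condition, the gap to the nearest mouse was largest for CTR_2, at 0.683, below Dixon's 95% critical value for 4 values.

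The cell numbers of the 8 mice spread far more than the stated equal pooling and counting error give. The CV was 23.0% against 3.42% for Poisson counts, which argues against counting error alone. The condition as the whole cause is argued against as well, since 99.1% of the sum of squares over mice lay within conditions and mice of each condition differed by more than counting error. Barcode reading errors of 1 or 2 bases counted as extra cells are argued against too. The 5 mice above the mean held 557 cells in excess of it, and the table has 23 same-mouse pairs of barcodes that close. The planned count of barcodes 1 base from another, which was 0, decides nothing by itself because shuffled barcodes also gave 0 to 2 such pairs. At 3 bases apart, 88 of 684 pairs were from the same mouse, or 12.9% (Wilson 95% interval 10.6% to 15.6%), against 13.1% of random pairs (exact binomial test, p = 0.955). Larger distances were not tested. Differences in the counting of the suspensions before pooling, in cell viability, in the efficiency of single hashtag antibodies or of their calling, and in the tumors themselves stay open. They were not tested, since each hashtag belongs to 1 mouse and hashtag counts were not analysed here.

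The barcodes showed a regularity unrelated to the mice. There were 210 pairs of barcodes exactly 2 bases apart and 0 pairs 1 base apart. After shuffling each base position over all barcodes, 20 repeats gave 6.6 pairs 2 bases apart on average, with at most 10. One hypothesis is that one droplet was read as several barcodes, in which case such pairs should share a hash identity. Only 23 of the 210 pairs did, or 10.95% (Wilson 95% interval 7.41% to 15.9%), against 13.1% of random pairs of cells (exact binomial test, p = 0.413). This argues against the hypothesis for the pairs as a set, although the interval leaves room for a few. A second hypothesis is a barcode list made of 2 joined parts. In 98.6% of the pairs (95.9% to 99.5%) both differing bases lay together among the first 8 or among the last 8 bases, where random positions give 46.7% (exact binomial test, p = 7.13e-64). The binomial tests on barcode pairs, here and above, treat the pairs as independent. Pairs can share a barcode, so these p-values and intervals are nominal. The 6821 barcodes had 3196 different first parts of 8 bases and 3122 different second parts, compared with at least 6438 and 6450 after shuffling. The excess of close pairs may therefore come from how the barcode list was built, which would make it a technical property of the kit. The list itself was not used here. A filter that removes barcodes 2 bases apart as suspected duplicates would, under this hypothesis, remove genuine cells.

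Hash identity was independent of the barcode sequence as far as tested. The chi-square of the 8 identities against the 16 possible first 2 bases was 97.1 with 105 degrees of freedom, and a permutation test with 10000 shuffles of the identities gave p = 0.694. The table lists all cells of CTR mice before all cells of shCsnk mice, with barcodes in alphabetical order within each block, so the order of its rows carries the condition and not the capture.

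Hashing sees a doublet only where the cells come from different mice. If cells met at random in proportion to the numbers found here, 13.1% of pairs would come from the same mouse and pass as 1 hashtag. With 8 equal suspensions the value would be 12.5%, so the unevenness added little. This is a calculation from the retained cells, since the number of excluded doublets is not analysed here.

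The 6821 cells are those the table lists with a single hashtag, of any type, and whether they were already filtered for quality is not stated. The cell numbers quoted from the study above cover lymphocytes and CD4+ T cells, which are parts of a quality-filtered set, so the denominators differ and no direction is read from them. The labels give 800 M paired-end reads for 2 reactions. That is higher than the value quoted from the study above. The values would match if the study counted reads per reaction, but whether it did is not stated. The labels give the same number for both libraries, and how the reads divide over them is not stated.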
